A study of Mus musculus with 6 samples. Its data were reported in "Nucleophosmin 1 cooperates with the methyltransferase DOT1L to preserve peri-nucleolar heterochromatin organization by regulating H3K27me3 levels and DNA repeats expression" (2023).

How the data were processed

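H3K79me2, the dimethylated form of lysine 79 of histone H3, was mapped by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in N2a cells, an established mouse neuroblastoma line. Cells carried a control short hairpin RNA (CTR) or a short hairpin RNA against Npm1 (NPM1 KD) and were collected after 3 days in vitro. Each group had 2 libraries, and 1 pooled input per group was sequenced. The inputs came without peak lists of their own and entered no comparison.

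According to the methods of the study, paired-end reads were aligned to the mouse genome build mm10 (GRCm38) with Bowtie2, reads of low mapping quality were removed, and peaks were called with MACS2. Each library had 1 narrow and 1 broad list, so the authors called peaks per library and not on pooled replicates. Whether the pooled input served as the background in calling was not stated. The peak names of the narrow lists carry the name of the aligner alone, whereas those of the broad lists carry the word filtered, so the narrow lists may have been called before the removal of reads of low mapping quality. The deposited score of a peak is 10 times its −log10 q, cut to a whole number. The deposited fold of a peak is the ratio of its pileup to the MACS2 background, at the summit in the narrow lists and averaged over the peak in the broad lists. The −log10 p and −log10 q were also deposited by the authors as MACS2 gave them, with q adjusted within each library. Fold and −log10 q belong to the single peak and were used to describe, rank or filter peaks within their own list.

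No read counts were analysed here. The fold and p of a narrow peak together fix the summit pileup and the background, because MACS2 takes p from a Poisson distribution whose mean is the background. Solving both equations for the peaks with a −log10 p small enough to be computed (97.1% to 98.4% of each list) gave whole pileups for 100% of peaks in CTR 1, CTR 2 and NPM1 KD 1 at the precision used, with few exceptions in NPM1 KD 2. The procedure was tested on simulated peaks first. The recovered background follows the number of reads times the fragment length, so it was taken as a relative measure of depth. The total number of reads per library remained unknown.

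Intervals, overlaps and counts were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Peaks that shared at least 1 bp were merged into regions. A common region of a group was a merged interval holding a peak of both of its libraries. The narrow lists gave the main values and the broad lists were set beside them, except in the test of covered length, where the broad lists were the main ones because narrow calls split a domain. Similarity of lists was the base-level Jaccard index, the bases shared by 2 lists over the bases covered by either. Genes came from GENCODE mouse release 21, which is on the same build as the lists and holds 55536 genes. Each common region was assigned to the first class it overlapped, in the order promoter (within 3 kb of a transcription start site), 5′ UTR, 3′ UTR, exon, intron, downstream (within 3 kb) and distal intergenic. A gene was counted for a group when a common region overlapped its body or the 3 kb upstream of its start. Mouse chromosomes are numbered from the centromere, so the first 10 Mb of each of chromosomes 1 to 19 and X served as the centromere-proximal part.

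Values per library were compared with a two-sided exact permutation test. With 2 libraries against 2 it cannot give a p under 0.333, so no difference of this kind was called. Counts that depend on a grouping of libraries were set beside the same counts for the other 2 splits of the 4 libraries into pairs, by replicate number and crossed (CTR 1 and NPM1 KD 2 against CTR 2 and NPM1 KD 1). The methods of the study tie each replicate to a passage of the cells and a transfection batch, so libraries of the same number may share a batch. The deviations of same-numbered libraries from their group means had a correlation of 0.0778 across broad regions. Covered length per region was tested with limma 3.58.1 in R 4.3.3 on log2(covered bp + 1000), with Benjamini-Hochberg adjustment over all regions and a threshold of 0.05. This tests the extent of a called domain. It does not test its read count, which is what the study tested. The limma step was tested on simulated data with the real means and spreads of the 51230 regions. Of 200 regions changed by 1 log2 unit it called 0, of 200 changed by 2 log2 units it called 63, and of 200 changed by 4 log2 units it called 148, with at most 2 calls among unchanged regions.

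The genes named in the text were set before the data were examined: Npm1, Dot1l, Ctcf, Ezh1, Ezh2 and Kdm3a, which the study discusses. From the narrow regions found in one group only, the 3 per direction with the highest −log10 q in the weaker library were to be named, and from regions past the limma threshold the 3 per direction with the largest change. Main settings, tests and most alternatives were also chosen before the data were examined. The alternatives were the other kind of list, peaks with a −log10 q of at least 5, lists cut to equal size, chromosomes 1 to 19 and X only, 50% reciprocal overlap, shared segments in place of merged regions, merging within 1 kb, a pseudocount of 200 bp, regions of at least 2 kb, scaling by total covered length, the replicate number as a block, a promoter of 1 kb, the region midpoint, promoters only, the first 20 Mb, and leaving out each library in turn. GENCODE's basic annotation, protein-coding genes alone, and checks of the named genes and regions in other lists were added after seeing the data. Sequences of regions were taken from GRCm38 and compared with chromosomes 1 to 19, X and Y by minimap2 2.31.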

Results

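H3K79me2 peak lists were compared between control N2a cells (CTR) and N2a cells with a knockdown of Npm1 (NPM1 KD), with 2 libraries per group. The files give positions and peak scores. Read counts were not analysed here. The background pileup recovered from the narrow lists, a relative measure of depth, was 11.9 in CTR 1, 7.65 in CTR 2, 8.99 in NPM1 KD 1 and 11.8 in NPM1 KD 2. Each group thus held 1 deeper and 1 shallower library. Intervals given below for shares of regions cover counting error only. All positions are on GRCm38 and counted from 1.

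The first question was whether the knockdown changed how much of the genome carried H3K79me2 peaks. The narrow lists held 85655 peaks in CTR 1, 73801 in CTR 2, 88348 in NPM1 KD 1 and 85057 in NPM1 KD 2. The mean was 79728 ± 8382 (SD, n = 2) in CTR and 86703 ± 2327 (SD, n = 2) in NPM1 KD, and the groups overlapped (exact permutation test, two-sided, p = 0.667). The broad lists held 48764, 34845, 44228 and 46565 peaks in the same order, with CTR 1 above both NPM1 KD libraries. Between libraries of the same number, NPM1 KD minus CTR was 2693 and 11256 narrow peaks, and -4536 and 11720 broad peaks, for numbers 1 and 2. The number of narrow peaks depended on CTR 2. Without it, the difference between the means fell from 6975 to 1048 peaks.

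Covered length separated the groups in both kinds of list. The narrow peaks covered 206 ± 11.8 Mb (SD, n = 2) in CTR and 220.0 ± 0.768 Mb (SD, n = 2) in NPM1 KD. The broad peaks covered 236 Mb in CTR 1, 223 Mb in CTR 2, 253 Mb in NPM1 KD 1 and 244 Mb in NPM1 KD 2, with means of 229.7 ± 8.94 Mb and 248.8 ± 6.17 Mb (SD, n = 2). Both NPM1 KD libraries lay above both CTR libraries in each kind of list, which gives the smallest p this design allows (exact permutation test, two-sided, p = 0.333). Among the alternatives that kept all 4 libraries, the broad lists moved the difference most, from 13.6 Mb to 19.1 Mb. CTR 2 also weighed on the narrow difference, which was 5.27 Mb without it.

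**Figure D1:**
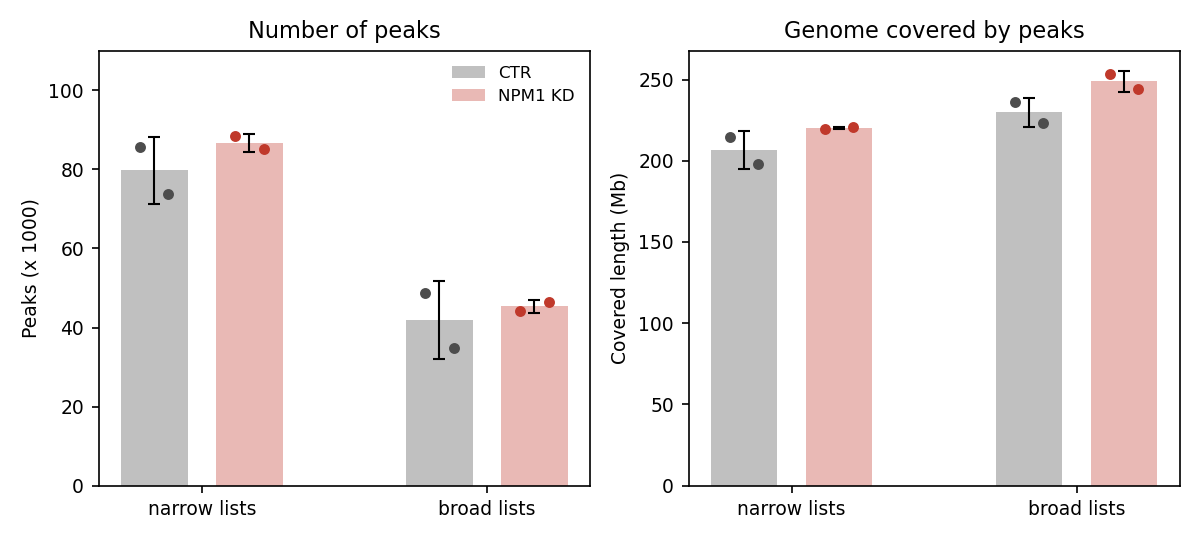
Number of peaks, in units of 1000 (left) and length of genome covered in Mb (right) for the narrow and broad lists. Points are libraries, bars are group means and error bars are the SD of 2 libraries. Both NPM1 KD libraries cover more than both CTR libraries, while the numbers of peaks overlap in both kinds of list.

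Overlap between libraries was measured to see whether replicates resembled each other more than libraries of different groups. The Jaccard index of the narrow lists was 0.843 between the CTR libraries and 0.846 between the NPM1 KD libraries. Across groups it lay between 0.822 (CTR 2 and NPM1 KD 1) and 0.849 (CTR 1 and NPM1 KD 1). The mean within groups exceeded the mean across groups by 0.00895. The same difference was -0.00227 for the split by replicate number and -0.00668 for the crossed split. The broad lists raised the value to 0.0143, and the largest change came from counting peaks with 50% reciprocal overlap, where the difference in the share of peaks was 0.0193. The pair with the highest index in the narrow lists was CTR 1 and NPM1 KD 1, whereas in the broad lists both pairs of replicates, each at 0.871, had the highest indices of the 6 pairs. The nearest library of CTR 2 was CTR 1 in both kinds of list.

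The study kept peaks found in both replicates. In the narrow lists 49277 regions were common to the CTR libraries and 52008 to the NPM1 KD libraries. In the broad lists these numbers were 27211 and 28962. Counting shared segments in place of merged regions raised the numbers most, to 74056 and 82483. Cutting the lists to equal size reversed the order of the groups, with 47209 common regions in CTR and 45354 in NPM1 KD.

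The common regions were annotated to ask where in genes H3K79me2 lay. Promoters took 43.5% of CTR regions (exact 95% interval 43.1% to 44.0%) and 43.1% of NPM1 KD regions (42.6% to 43.5%). Introns took 40.7% (40.2% to 41.1%) and 41.3% (40.9% to 41.7%), exons 5.54% (5.34% to 5.74%) and 5.71% (5.51% to 5.91%), and distal intergenic sequence 6.50% (6.29% to 6.73%) and 5.84% (5.64% to 6.05%). The promoter share of single narrow lists was 37.7 ± 0.812% (SD, n = 2) in CTR and 37.4 ± 0.12% (SD, n = 2) in NPM1 KD, a difference smaller than the spread of the CTR libraries (exact permutation test, two-sided, p = 1.0). The choice of annotation rule or of peak filter moved the promoter share far more than the group did. It was 31.6% in CTR when the midpoint of the region decided the class and 55.0% when peaks had a −log10 q of at least 5.

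Regions present in both libraries of one group and in neither of the other were counted among 92279 merged narrow regions, of which 34903 were held by all 4 libraries. CTR alone held 1108 such regions and NPM1 KD alone held 4423. The split by replicate number gave 3419 and 962, and the crossed split gave 2784 and 876. The split by treatment therefore gave the highest total, 5531 against 4381 and 3660, but the other splits gave totals of the same order. The order of the 3 totals was the same in each of the 6 alternatives tried. Across these alternatives the count ranged from 302 to 6783 in CTR and from 1306 to 7696 in NPM1 KD, with the highest values under 50% reciprocal overlap. In the broad lists CTR alone held 302 regions and NPM1 KD alone held 2540. Of the regions found in NPM1 KD only, 97.4% had a −log10 q under 5 in the weaker library, against 39.5% of the regions held by all 4 libraries.

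**Figure D2:**
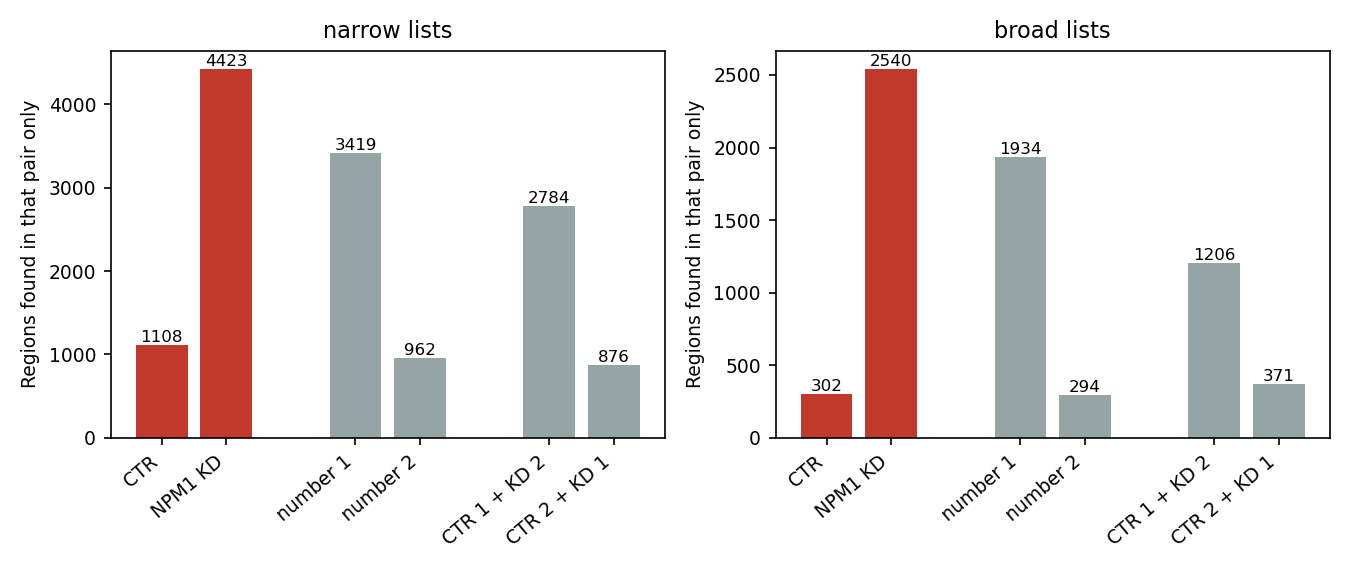
Number of regions found in both libraries of a pair and in neither of the other pair, for the narrow lists (left) and the broad lists (right). Red bars split the libraries by treatment and grey bars by replicate number or crossed, and the 4423 narrow regions of NPM1 KD compare with 3419 regions of the libraries numbered 1.

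The strongest narrow regions found in CTR only lay on chromosome 12 at 62071291 to 62071743 (distal intergenic, −log10 q of 10.8 and 10.2), on chromosome 6 at 56747272 to 56747592 (intron of Avl9, 11.4 and 7.17) and on chromosome 7 at 112432642 to 112433486 (intron of Parva, 8.10 and 7.17). All 3 consisted to 100% of soft-masked repeat sequence. The strongest found in NPM1 KD only lay close together on chromosome 6, at 47744742 to 47745568 (−log10 q of 20.2 and 19.1), 47660028 to 47660738 (25.6 and 12.4) and 47764067 to 47764640 (13.0 and 11.8). They were distal intergenic and overlapped no annotated gene. None of these 3 had a broad peak in any of the 4 libraries, and their sequences recurred at 17, 14 and 17 other places of the genome with at least 95% identity. Of the CTR regions, the one on chromosome 12 had a broad peak in both CTR libraries and in no NPM1 KD library, and the one in Avl9 had a broad peak in all 4 libraries. The one in Parva had no broad peak in any library, and its sequence recurred at 50 other places, as far as the search listed them.

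Covered length was then tested region by region. None of 51230 broad regions passed the threshold in limma (smallest Benjamini-Hochberg adjusted p 0.337), so no region was named from this test. At an unadjusted p under 0.05 there were 4662 regions, 4236 with more covered bp in NPM1 KD and 426 with less. The median change over all regions was 0.13 on the log2(covered bp + 1000) scale, and it was 0.034 without NPM1 KD 1. With peaks of a −log10 q of at least 5 only, 82 of 12296 regions passed, 66 with more covered bp in NPM1 KD and 16 with less. A peak below that limit was dropped as a whole. A call can therefore come from a peak crossing the limit and not from a change in extent.

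Genes were counted by the common regions that reached them. In the narrow lists 17125 genes had a common region in both groups, 213 in CTR only and 572 in NPM1 KD only. Requiring 50% reciprocal overlap raised the counts of genes in one group to 868 and 989, the highest of the alternatives. The broad lists gave 17096 genes in both groups, 109 in CTR only and 661 in NPM1 KD only.

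Because the study asks about heterochromatin around the nucleolus, the share of covered length in the first 10 Mb of chromosomes was compared. It was 5.98 ± 0.00734% (SD, n = 2) in CTR and 6.00 ± 0.0404% (SD, n = 2) in NPM1 KD (exact permutation test, two-sided, p = 1.0). The difference of 0.0157 percentage points was below the spread of the NPM1 KD libraries, and in the broad lists it was -0.0182. This share does not single out DNA repeats, at which the study reported increased H3K79me2 by ChIP-qPCR. A rise in coverage by the same factor everywhere would also leave the share unchanged. It therefore does not test the result of the study at repeats.

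Finally, the genes the study names were examined in the broad lists. Npm1 itself (ENSMUSG00000057113.13, chromosome 11, 33152287 to 33163206, minus strand) lay under 1 broad peak in every library. Within the gene and its 3 kb upstream, 88.7 ± 0.488% of bp were covered in CTR and 88.8 ± 0.325% in NPM1 KD (SD, n = 2). Its authors' fold ranked at the percentile 98.4 of the list in CTR 1, 98.6 in CTR 2, 98.1 in NPM1 KD 1 and 98.7 in NPM1 KD 2. Peak lists of a histone mark do not measure the RNA or protein that the hairpin targets. Dot1l (ENSMUSG00000061589.14, chromosome 10, 80755206 to 80795461, plus strand) was covered to 94.5 ± 4.23% in CTR and 95.3 ± 0.732% in NPM1 KD (SD, n = 2), with overlapping groups. Coverage of Npm1 and Dot1l was already high in CTR, so it left little room to show a gain. It also does not measure the signal within a peak. From reads, the study listed lower H3K79me2 after the knockdown at regions of both genes, whereas its ChIP-qPCR gave a significant increase at Dot1l.

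In the broad lists as deposited, Kdm3a showed the widest gap of the 6 genes. In this gene (ENSMUSG00000053470.13, chromosome 6, 71588972 to 71632990, minus strand) broad peaks covered 28334 bp in CTR 1, 29010 bp in CTR 2, 36262 bp in NPM1 KD 1 and 35717 bp in NPM1 KD 2. The means were 61.0 ± 1.02% and 76.5 ± 0.82% of the gene and its upstream 3 kb (SD, n = 2; exact permutation test, two-sided, p = 0.333, the smallest possible). The narrow lists gave a similar difference, 7073 bp against 7318 bp in the broad lists. With broad peaks of a −log10 q of at least 5 it was 574.5 bp, less than at Ctcf (5289 bp), Dot1l (4007 bp), Ezh2 (3776 bp) or Ezh1 (1578 bp), so the rank of Kdm3a depended on the threshold. In the broad lists both NPM1 KD libraries also lay above both CTR libraries at Ctcf (ENSMUSG00000005698.15, chromosome 8, 105636568 to 105682922), Ezh1 (ENSMUSG00000006920.14, chromosome 11, 101191115 to 101226463) and Ezh2 (ENSMUSG00000029687.16, chromosome 6, 47530139 to 47595341). Coverage there was 84.9 ± 3.26% against 90.3 ± 0.0515% at Ctcf, 25.2 ± 1.32% against 28.6 ± 0.302% at Ezh1, and 66.8 ± 2.44% against 71.8 ± 3.75% at Ezh2 (CTR against NPM1 KD, SD, n = 2). In the narrow lists the groups overlapped at Ezh2, where peaks covered 41062 bp in CTR 1 and 39475 bp in NPM1 KD 1. The rank of the highest fold within its own list did not follow coverage at every gene. In the narrow lists both NPM1 KD libraries ranked below both CTR libraries at Dot1l, with mean percentiles of 99.6 against 99.8, and at Ezh2, with 97.9 against 98.5. In the broad lists both ranked above at Ezh1, with 89.5 against 86.0, and at Kdm3a, with 88.7 against 82.7. They also ranked above at Kdm3a in the narrow lists, with 96.5 against 94.2.

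**Figure D3:**
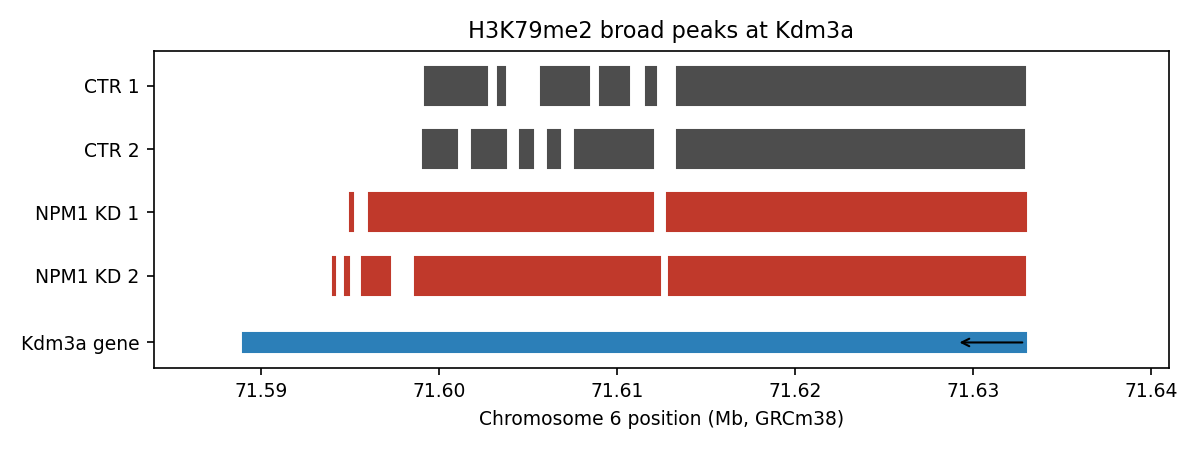
Broad peaks of the 4 libraries over Kdm3a on chromosome 6, with position in Mb (GRCm38) on the horizontal axis and 1 row per library. Grey and red blocks are peaks of CTR and NPM1 KD, the blue bar is the gene and the arrow marks its direction of transcription, and the NPM1 KD peaks extend further towards the end of the gene.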

Values the study reported

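The study reported 44,277 H3K79me2 peaks in control cells and 42,022 after knockdown of NPM1. It placed about 38% of control peaks at promoters, 43% in introns, 8% in exons and 6% in distal intergenic regions. From reads, it found 1131 regions that changed at an FDR below 0.05, of which 308 gained and 823 lost H3K79me2. It counted 11469 genes that kept the mark, with 484 unique to control and 841 unique to the knockdown.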

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

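The alternatives below were chosen before the data were examined, except for GENCODE's basic annotation, protein-coding genes alone, and the checks of named genes and regions, which were chosen after seeing the data. Values without a test are compared with the spread between replicates, counts with a factor of 1.5, and shares with their exact 95% interval. The cause of each change was not tested unless stated.

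The difference in covered length kept its direction in all alternatives, as did the difference in number of peaks. Changing 2 choices together, to broad peaks with a −log10 q of at least 5, gave a difference in number of -541.5 peaks, the opposite direction. Leaving out 1 library at a time gave from 1048 to 12902 peaks and from 5.27 to 21.9 Mb, with the lowest values of both without CTR 2. The differences in the centromere-proximal share ranged from -0.0128 to 0.0443 percentage points when 1 library was left out, and the broad lists gave -0.0182. The overlap within groups exceeded that across groups under all 5 alternatives.

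Broad lists gave 27211 common regions in CTR and 28962 in NPM1 KD, peaks with a −log10 q of at least 5 gave 27724 and 29000, and shared segments gave 74056 and 82483. At equal list size CTR had more common regions than NPM1 KD, 47209 against 45354, in contrast to the other alternatives. The promoter share in CTR and NPM1 KD was 54.9% and 53.2% in broad lists, 55.0% and 54.7% at a −log10 q of at least 5, 44.2% and 45.3% at equal list size, 47.9% and 47.6% with 50% reciprocal overlap, 33.0% and 32.4% with a 1 kb promoter, 31.6% and 31.5% by midpoint, and 33.3% and 32.3% with the basic annotation. CTR had the higher promoter share in each of these except at equal list size.

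Regions found in CTR only and in NPM1 KD only numbered 302 and 2540 in broad lists, 410 and 1878 at a −log10 q of at least 5, 6783 and 7696 with 50% reciprocal overlap, and 326 and 1306 with peaks within 1 kb merged. Reciprocal overlap also raised the genes of 1 group to 868 and 989. Broad lists lowered the CTR genes to 109. Protein-coding genes alone numbered 11261 in both groups, 88 in CTR only and 211 in NPM1 KD only, which follows from counting fewer genes.

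The limma count rose from 0 to 82 regions at a −log10 q of at least 5 and stayed at 0 in the other 8 alternatives. The median log2 change was 0.053 at that threshold and 0.36 with a pseudocount of 200 bp. It ranged from 0.034 without NPM1 KD 1 to 0.15 without CTR 1. The replicate block (replicate number as a factor) gave 0 regions, with 4614 at an unadjusted p under 0.05. It changed no call, and it left the mean differences in peaks and covered length as they were, since the groups are balanced.

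Of 48 further values on introns, exons and distal intergenic sequence, 34 moved outside their interval. Of 12 values at the named genes 3 moved by more than the replicate spread, and 5 of the 6 named regions lost their difference between groups in the broad lists. In each of the 3 splits, 97.4% to 99.7% of the narrow regions found in 1 pair of libraries only had a −log10 q under 5 in the weaker library. The 2 libraries of higher background pileup alone held 2784 narrow and 1206 broad regions, against 876 and 371 for the 2 of lower. The pair with CTR 2 also held fewer narrow regions in the other splits. These were 1108 against 4423 by treatment and 962 against 3419 by replicate number. Such counts therefore cannot tell depth from another property of CTR 2. Each group held 1 library of higher and 1 of lower background pileup.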

Other observations

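The tests of repeat sequence, GC content and reads that map to several places were written down before their results were seen, the last one after some strong narrow peaks in satellite-like places had been noticed. The tests of depth, batch, single libraries, weak peaks, yield and closeness to the threshold were chosen only after the patterns had been seen.

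Broad regions held by all 4 libraries were wider after the knockdown. Among 20794 such regions, both NPM1 KD libraries covered more bp than both CTR libraries in 43.5%, and both CTR libraries covered more in 5.00%. Random order within a region would give 16.7% each way. In the 3577 regions of at least 20 kb the shares were 53.5% and 2.43%. Regions of one library are not independent of each other, and with 4 libraries the treatment is the most extreme of 3 splits by chance 1 time in 3, so no p-value is attached. Depth would favour another split, but grouping the 2 libraries of higher background pileup against the 2 of lower gave at most 11.7%. This depth was recovered from the narrow lists. Splitting by replicate number, which the study ties to passage and transfection, gave at most 24.9%. CTR 2 alone did not carry the pattern, since both NPM1 KD libraries exceeded CTR 1 in 51.0% of regions, against 33.3% by chance. NPM1 KD 1 alone did not carry it either, since NPM1 KD 2 exceeded both CTR libraries in 53.9%. Among peaks with a −log10 q of at least 5 the share was 41.5%, so separate weak peaks were not needed. The filter drops whole peaks and leaves the ends of the others as called. It therefore cannot tell whether weak signal at the edges set the width. The pattern was smaller in the 34903 narrow regions held by all 4 libraries, where both NPM1 KD libraries covered more in 33.9% and both CTR libraries in 8.29%. There the 2 libraries of higher background pileup covered more in 22.6%, against 5.35% the other way, and both NPM1 KD libraries exceeded CTR 1 in 39.9% and fell below it in 27.1%. Also open are the immunoprecipitation yield, which goes with the libraries of a group, and the input, which was pooled per group. The number of broad peaks with a −log10 q of at least 5 differed by -541.5 between the groups (NPM1 KD minus CTR). In the narrow lists the same difference was 2555.5, in the opposite direction. Both lie within the spread of the CTR libraries, so they do not decide the question of yield or input. Within its own list, the ratio of the 99th percentile of the fold to its median was lower in both NPM1 KD libraries than in both CTR libraries, with means of 5.50 against 6.01 in the broad lists and 10.7 against 12.2 in the narrow lists. The fold ratio and the broad count do not point to a higher yield in NPM1 KD, whereas the narrow count goes the other way. With 2 libraries per group, none of these values excludes a difference in yield. The median width of narrow peaks was lower in both NPM1 KD libraries, 561 bp against 617.5 bp on average. A wider spread of H3K79me2 along domains after loss of Npm1 may be present. It cannot be told apart from such a difference in yield or input, or from weak signal at the edges of peaks.

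The direction of that pattern is unlike the read-based result quoted from the study above, where more regions lost than gained the mark. By immunoblot, however, the study reported higher global H3K79me2 after the knockdown, including in the replicates used for ChIP-seq. Immunoblots measure the total amount of the mark and not the width of domains. Width of a called domain and read count within it are different measures, and a domain can become wider and lower. The number of changed regions by covered length here was 0, or 82 with peaks of a −log10 q of at least 5, where peaks crossing that limit can give calls. Both are lower than the value quoted from the study above. In simulated regions this test called 0 of 200 changes of 1 log2 unit, so its count is no evidence against changes of that size or smaller. The number of genes with common regions in CTR only was 213. That is lower than the value quoted from the study above. With 50% reciprocal overlap the number was 868. That is higher than the value quoted, so the direction depends on the overlap required. In NPM1 KD only the number was 572, below the value quoted, and 989 with 50% reciprocal overlap, above it. Genes with common regions in both groups numbered 17125, more than quoted, and 11261 with protein-coding genes alone, fewer than quoted. The study annotated its peaks with ChIPSeeker, and its text calls the unique counts regions. The rule that assigns genes, and perhaps the unit, thus differ as well. Common regions were more numerous in NPM1 KD than in CTR, unlike the peaks quoted. At equal list size their order was that of the study.

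CTR 2 had the fewest peaks in both kinds of list and the lowest background pileup. It alone lacked 6262 narrow regions that the other 3 libraries held. NPM1 KD 1, the other library of low background pileup, alone lacked 1414, no more than CTR 1 with 1439 or NPM1 KD 2 with 1558. Regions lacking in 1 library were mostly weak whichever library lacked them, with 69.6% to 78.2% below the median −log10 q of another list, so their strength does not bear on the cause. Depth of CTR 2 stays open as a cause, since no other library was as shallow.

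The narrow lists hold strong peaks that the broad lists lack. There were 341 narrow regions with a −log10 q of at least 20 in some library and no broad peak in any. Of these, 97.9% had another place in the genome with at least 95% identity over at least 50% of their length, against 12.3% of 341 regions of like width that had a broad peak (Fisher's exact test, two-sided, p = 1.44e-134). The test treats regions as independent, although copies of one sequence may be among them, so its p-value may be too small. A candidate explanation is that the narrow lists were called with reads that map to several places and the broad lists without them. Of the 3 strongest regions found in NPM1 KD only, 2 belong to this class, and the third, at 47764067, is weaker but also has no broad peak and 17 other places. Their place on chromosome 6 may not be the origin of the reads. The same holds for the region in Parva found in CTR only. No biological explanation was tested for this pattern.

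Regions found in NPM1 KD only were mostly weak, with 97.4% under a −log10 q of 5 in their weaker library, which is consistent with peaks near the threshold. Their sequence did not stand apart. Soft-masked repeats made up 27.3% of their bases, within the range of 22.4% to 44.6% of the other 5 sets found in one pair of libraries only, and GC content was 45.8%, within their range of 43.3% to 50.2%. The highest repeat share, 44.6%, belonged to regions found in CTR only, which was noticed after the test and not examined further.

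Among the narrow peaks solved for their background, it was the genome-wide one in 99.7% in CTR 1, 97.7% in CTR 2, 99.3% in NPM1 KD 1 and 99.7% in NPM1 KD 2. The peaks of the highest −log10 p are not among these. In NPM1 KD 2 the peak of the highest −log10 p, on chromosome 2 at 98666464 to 98667376, had a fold of only 1.66.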
